A study of Mus musculus with 4 samples. Its data were reported in "IL-26 mediates epidermal growth factor receptor-tyrosine kinase inhibitor resistance through endoplasmic reticulum stress signaling pathway in triple-negative breast cancer cells" (2021).

How the data were processed

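Total RNA of E0771 cells was labelled with Cy5 after amplification and hybridised to 3D-Gene mouse oligo chips (TORAY), with 1 colour and 1 array per sample. The cells had been exposed for 6 or 24 h to medium alone or to IL-26 at 30 ng/ml, giving 4 groups of 1 array. Groups were taken from the treatment given in the labels. The files deposited for each array hold the spot median intensity at 635 nm and the local background intensity of each of 27456 spots, with nothing subtracted and no normalization by the authors per the file headers. A second deposited table holds intensity values that the authors made from the same arrays. A check of those values showed the spot intensity of each array minus a constant near the mean of its blank spots, scaled to an array median of 25.0, with spots at or below background left empty, so that 6.49% to 7.88% of the probes had no value on an array. The labels and the paper's methods do not state that step.

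Each array carried 23474 gene spots of 23473 probes, 384 blank spots, 96 negative control spots, 48 positive control spots and 3454 positions without a probe. Of the probes, 20690 had 1 symbol on the platform, 0 had several and 2783 had none. Symbols were brought up to date by gene ID for 20556 probes and by accession for 9 with the reference table of mouse genes, 125 kept the platform's symbol, and 7 symbols changed. No genome build is named in the files, so no coordinates are given. This left 19310 genes with values on all 4 arrays, of which 1287 had more than 1 probe. For 637 detected genes with more than 1 probe, the probes disagreed in sign for IL-26 at 6 h.

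Spot intensities were corrected with normexp from the blank spots with an offset of 50, brought to the log2 scale and quantile normalized over the 4 arrays with limma 3.58.1 in R 4.3.3. Spots of a probe were averaged, control spots were left out, and a gene's value is the mean over its probes. A probe was called detected above the mean plus 2 SD of the blank spots of its array, which gave limits of 52.0, 51.8, 58.1 and 53.4. The genes detected on at least 1 array numbered 18366, and 16925 were detected on all 4. The 9183 detected genes with a mean log2 value above the median are called the brighter genes, and the rest the dimmer genes. The offset draws log2 differences of dim genes towards 0, so that their folds are smaller than in values without one. Where a named gene was not above the limit on any array of 1 side, its fold is given as a lower bound ("at least"). The dim side is then the higher of its own value and the lowest value of a detected probe on that array, and no fold is given where both sides lie below the limit.

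The comparisons, tests, named genes and 31 gene lists were fixed before the data were examined. For IL-26 against vehicle at each time and for 24 h against 6 h in vehicle, genes with a difference of at least 2-fold were counted, with no p-value because each group has 1 array. Genes changed the same way at both times were set against the number expected of independent lists. The IL-26 effect averaged over both times and the time effect averaged over both treatments were fitted with limma (additive model of time and treatment, eBayes with a trend on intensity, Benjamini-Hochberg adjusted p under 0.05) over 18366 genes. That fit has 1 residual degree of freedom per gene and borrows a prior worth 77.8, so a gene with a difference in 1 array can pass. The standard errors (SE) and p-values hence come mostly from the variance of other genes of like signal, and little from the gene's own spread. The labels do not say whether the cultures were separate, so these values speak only for the 4 arrays.

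For each gene list the median log2 difference of its detected members was placed among 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these arrays, and the list was tested by fry on the additive fit with adjustment over the lists. Lists needed at least 3 detected members. The lists were Eph receptors, ephrins, Eph downstream signalling, IL-10 family and interferon receptor chains, STAT3 targets, the PERK-ATF4 arm of the ER stress response, ER chaperones and ATF6-XBP1 targets, inflammatory cytokines and NF-kB targets, interferon-stimulated genes, immediate-early and AP-1 genes, EGF receptor family, ligands and feedback, PI3K-AKT pathway, JNK cascade, cell cycle and proliferation, BCL2 family and apoptosis, angiogenic factors, hypoxia and glycolysis, cholesterol and fatty acid synthesis, p53 targets, markers of epithelial, mesenchymal, leukocyte, endothelial, and adipocyte and muscle cells, housekeeping genes, other receptor tyrosine kinases, cytokine receptors, olfactory and related receptors, other G protein-coupled receptors, cytosolic ribosomal proteins and replication-dependent histones.

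The rule for named genes took Epha3, Il10rb, Il20ra, Ddit3, Atf3, Atf4, Il6, Cxcl1 and Cxcl2 in every case. It took the 8 highest and 8 lowest log2 differences for IL-26 at each time among the brighter genes detected on both arrays, and the 5 highest and 5 lowest for time in vehicle. It took the genes changed at least 2-fold the same way at both times (there were 0), the 3 members of each list with the largest difference for IL-26, and up to 5 genes each way by adjusted p in the additive fit. From these the text names the ones each comparison is about.

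The fit was tested on simulated arrays with the means of the real ones and spot noise of 0.0949 on the log2 scale, the spread of positive control spots divided by the square root of 2 (taken here as the part that is not due to position), over 18813 genes. Of 50 brighter genes simulated at 2-fold, 50 were called for IL-26 averaged over both times, as were 50 of 50 at 4-fold. Among the dimmer genes 37 of 50 at 2-fold and 38 of 50 at 4-fold were called, and 8 of 18594 unchanged genes were called. The count of genes past 2-fold at 6 h took 9 of the 50 brighter genes simulated at 2-fold and 44 of the 50 at 4-fold. The median measured log2 effects of these brighter genes, averaged over both times, were 0.82 and 1.63. Among the dimmer genes the count at 6 h took 0 and 2, and 0 unchanged genes passed it. A list of 20 genes simulated at 1.5-fold had a fry p of 0.0112, and an unchanged list 0.947. The simulated arrays shared 1 true signal per spot, and each change was equal at both times. They held no variation between cultures and no neighbouring light that differs between arrays. The rates hence hold for spot and blank noise alone and do not carry over to the calls on the real arrays.

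Alternatives fixed beforehand were no background correction, an offset of 100, median scaling, the authors' deposited values, the brightest probe of a gene, other filters on dim genes, folds of 1.5 and 3, eBayes without the trend, and each time or treatment alone. Added after the data were seen were no offset, subtraction of the local background, a detection limit from the negative control spots, and leaving out probes with a very bright spot (mean intensity over 4096) in the adjacent column on the right. That threshold was also chosen after the data were seen. The local background was not used for the values reported because it was taken to carry light of the spots themselves, which was not tested: it lay above the spot for 6.03% and 2.55% of gene spots on the vehicle arrays at 6 and 24 h, and for 0.00852% and 0.226% on the IL-26 arrays. Slide or scan was not used as a block, since the files name none shared by the arrays. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.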

Results

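Gene expression was measured in E0771 cells, a mouse breast carcinoma line that served the study as a model of triple-negative breast cancer. The cells received IL-26, a cytokine of the IL-10 family, at 30 ng/ml, or medium alone (vehicle), for 6 or 24 h. There were 4 arrays, 1 for each combination of treatment and time, so that a difference between any 2 of them has no replicate check. The median intensity of a gene spot was 82.0 with vehicle and 78.9 with IL-26 at 6 h, and 84.4 with vehicle and 78.0 with IL-26 at 24 h. Blank spots on the same arrays had mean intensities of 49.6, 50.2, 56.5 and 51.9. Signal above the limit set by the blank spots was found for 17576, 17738, 17641 and 17639 genes, and the 18366 genes detected on at least 1 array entered the comparisons. That limit is low: 32.3% to 52.1% of negative control spots and 11.6% to 31.7% of empty positions also lay above it. A gene called detected need not be expressed. The number of arrays limits the precision of every value given here.

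The first question was which genes E0771 cells alter after 6 h with IL-26. At that time 2 genes were at least 2-fold higher and 1 was at least 2-fold lower. The higher ones were the odorant receptor gene Olfr197 (at least 2.37-fold) and the formyl peptide receptor relative Fpr-rs3 (2.08-fold). In vehicle the spot of Olfr197 was not above the limit of the blank spots, and that of Fpr-rs3 lay just above it. The lower one was 1700057H21Rik, at 2.22-fold. Among the brighter genes, those with a signal above the median of the detected genes, the highest differences on the log2 scale were those of Trps1, a GATA-type transcriptional repressor (0.71), Stxbp3, a regulator of membrane fusion (0.68), and Anapc4, a subunit of the anaphase-promoting complex (0.63), followed by Lias, Rab11a, Sirt2, Renbp and Spen (0.61 down to 0.57). At 24 h the differences of these 8 genes ran from -0.29 for Trps1 to 0.11 for Renbp. The lowest, after 1700057H21Rik (-1.15), were Cox7a1, a subunit of cytochrome c oxidase (-0.77), the adaptor Stap2 (-0.75), the ATP-gated channel P2rx2 (-0.58), Nrip1 (-0.57), Grina (-0.54), Nup153 (-0.48) and Psme3 (-0.46). At 1.5-fold, 10 genes were higher and 5 lower. The spots of 1700057H21Rik, Stap2 and P2rx2 lay next to very bright spots (Rpl35, Eef1a1 and Rps3a1). That of Cox7a1 lay 2 columns from one (Rps2). In the values the authors deposited, which carry no stabilising offset, 187 genes differed at least 2-fold at 6 h (47 higher and 140 lower). In the values used here 3 did, 1 of them among the brighter genes.

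After 24 h with IL-26, Gm5258 alone was at least 2-fold lower (2.27-fold, a log2 difference of -1.18), and no gene was at least 2-fold higher. The next lowest among the brighter genes were Dus4l, a tRNA dihydrouridine synthase (-0.79), the RNA-binding protein gene Taf15 (-0.63), Eml2 (-0.58), the histone gene H3c11 (-0.58), Npm3-ps1 (-0.58), Id1, an inhibitor of helix-loop-helix transcription factors (-0.57), and Gm16490 (-0.55). The highest were Vat1 (0.61), Mta2, a subunit of a nucleosome remodelling and deacetylase complex (0.51), Sqstm1, the autophagy receptor p62 (0.50), the mitochondrial import receptor gene Tomm70a (0.49), Lcp1 (0.47), Smyd5 (0.47), Serinc1 (0.46) and Mrpl9 (0.45). At 1.5-fold, 2 genes were higher and 7 lower. H3c11 and Gm16490 lay next to very bright spots. No gene was changed at least 2-fold the same way at both times, where independent lists would share 5.4e-05 lower genes, and none at 1.5-fold. Across the 18366 detected genes, which are not independent replicates, the differences at 6 h and at 24 h had a Pearson correlation of -0.06 and a Spearman correlation of -0.08. In the values the authors deposited, 300 genes differed at least 2-fold at 24 h and 15 did so the same way at both times.

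The change between 6 and 24 h of culture in vehicle, on arrays that differ in time but not in IL-26, was set beside these counts. It holds any effect of time in culture, so it is not a measure of noise, and no group has a replicate array. Between the vehicle arrays 150 genes were at least 2-fold higher and 47 at least 2-fold lower at 24 h. With IL-26 the same comparison gave 147 higher and 54 lower. The standard deviation of the log2 difference over all detected genes was 0.27 for time in vehicle, against 0.09 for IL-26 at 6 h and 0.10 for IL-26 at 24 h. The differences with time in vehicle and with time in IL-26, which share no array, correlated across genes at 0.86 (Pearson) and 0.71 (Spearman). The count in vehicle was 117 with a larger offset and 890 in the values the authors deposited.

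**Figure D1:**
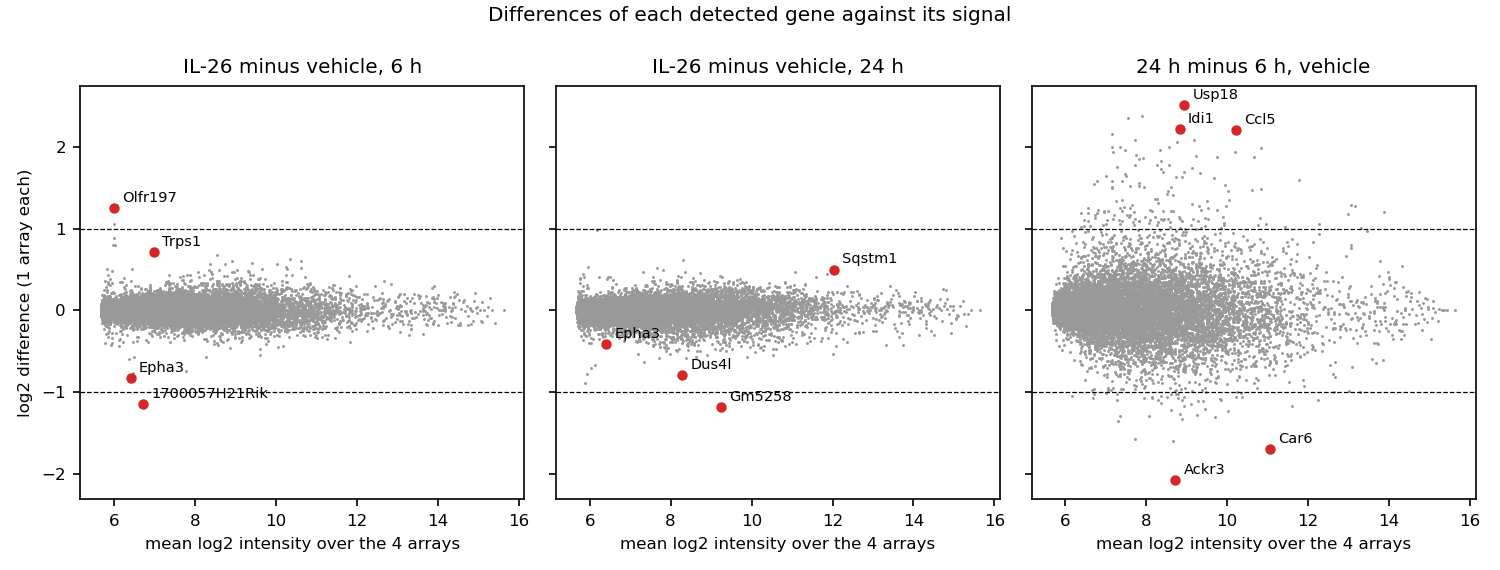
The log2 difference of each of the 18366 detected genes (points, 1 array on each side) is plotted against its mean log2 intensity over the 4 arrays, for IL-26 against vehicle at 6 h, for IL-26 against vehicle at 24 h, and for 24 h against 6 h in vehicle. Dashed lines mark 2-fold; 3 genes lie beyond them at 6 h and 1 at 24 h with IL-26, against 197 with time in vehicle.

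Epha3, the Eph receptor tyrosine kinase that the study followed as a receptor for IL-26, was lower with IL-26 at both times. Its log2 difference was -0.83 (1.77-fold) at 6 h and -0.41 (1.33-fold) at 24 h. As the spot is dim, the offset draws these values towards 0. In the authors' deposited values, which carry no offset, Epha3 had log2 differences of -1.71 and -1.46, past 2-fold at both times. Its effect averaged over both times was -0.62 ± 0.06 (SE, limma adjusted p = 1.3e-12), lower in 2 of 2 comparisons. It did not pass without the trend of variance on intensity (-0.62 ± 0.12, adjusted p = 0.999) or with the local background subtracted (-0.43 ± 0.14, adjusted p = 0.263). Epha3 was also lower at 24 h than at 6 h, by a log2 difference of -0.47 ± 0.06 averaged over both treatments (limma adjusted p = 4.2e-10). The spot behind these values is dim and has a bright neighbour. Its intensity was 139 with vehicle and 75.3 with IL-26 at 6 h, and 89.3 and 63.04 at 24 h, while the spot of the ribosomal protein gene Rps10 in the adjacent column on its right read 35715 and 30442 at 6 h and 29816 and 25442 at 24 h. Around that Rps10 spot the local background was 14870 with vehicle and 2246 with IL-26 at 6 h, and 13452 and 2946 at 24 h. Of the 12 detected Eph receptor genes, Epha3 alone passed the test for IL-26, and 2 did when adjusted over the list alone. Ephb6 and Epha6 were the next largest in difference, at -0.01 and 0.09 for Ephb6 and at -0.08 and -0.07 for Epha6 at 6 and 24 h. Il10rb, a chain of the IL-26 receptor described in other cells, was detected on 4 arrays with differences of -0.05 and 0.07, and Il20ra, the partner chain, was not detectable above the blank spots on any array.

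The test of IL-26 across arrays takes its effect averaged over both times, with time as a covariate and 1 residual degree of freedom. By limma, 33 genes were higher and 63 lower with IL-26 at an adjusted p under 0.05, and 0 of them reached 2-fold. Of the 18366 genes tested, 886 had an unadjusted p under 0.05, no more than chance alone would give at that threshold. With median scaling 1959 did, and with the local background subtracted 3468. Of the 96 genes called, 19 failed the limit of the blank spots on 1 or more of the 4 arrays. By adjusted p the first higher ones were Obox3 (at least 1.24-fold, adjusted p = 1.3e-12, not above the limit on either vehicle array), Cyct, the testis form of cytochrome c (0.44 ± 0.05 SE), Olfr197 (at least 1.53-fold, adjusted p = 4.2e-08, above the limit on 1 of 4 arrays), Il1r2, the decoy receptor for interleukin 1 (0.31 ± 0.04), and Fpr-rs3 (0.54 ± 0.07). Obox3 was at least 1.15-fold higher at 6 h and at least 1.33-fold at 24 h. Olfr197 was not above the limit on either array at 24 h. Cyct had differences of 0.80 and 0.08, Il1r2 of 0.48 and 0.14 and Fpr-rs3 of 1.05 and 0.02 at 6 and 24 h. The first lower ones were Epha3, 1700057H21Rik (-0.73 ± 0.08), Olfr1271 (-0.30 ± 0.03), Fam122c (at least 1.33-fold lower, adjusted p = 1.5e-07, above the limit on 1 of 4 arrays) and Glt6d1 (-0.40 ± 0.05). Olfr1271 was lower at both times (-0.34 and -0.25), and Glt6d1 had -0.02 at 6 h and -0.78 at 24 h. Fam122c was at least 1.81-fold lower at 24 h and not above the limit on either array at 6 h. Among the brighter genes that passed were Cox7a1 (-0.43 ± 0.07), Stap2 (-0.51 ± 0.09), P2rx2 (-0.37 ± 0.06), Grina (-0.44 ± 0.11, with -0.54 at 6 h and -0.34 at 24 h), Gm5258 (-0.64 ± 0.12, with -0.09 at 6 h and -1.18 at 24 h), Dus4l (-0.49 ± 0.10) and H3c11 (-0.47 ± 0.09). Of the 63 lower genes, 23 had a spot next to a very bright spot on the right, as Epha3 had. The calls changed with the settings: 106 genes were higher and 81 lower with median scaling, which turned the balance, and 35 and 41 without spots beside bright spots. Further, 0 genes passed without the trend of variance on intensity (712 at an unadjusted p under 0.05), 4 with undetected genes included, 16 (all lower) with the brighter genes alone, and 263 (10 lower, 0 shared with the 96) with the local background subtracted.

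**Figure D2:**
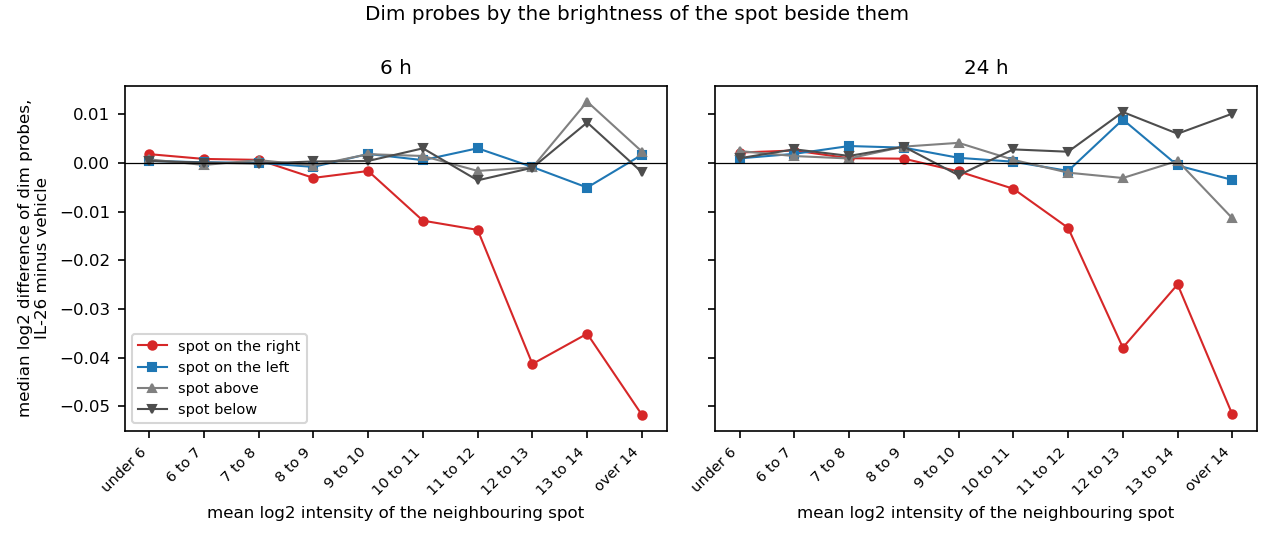
The median log2 difference between IL-26 and vehicle of gene probes with a signal below the median is plotted against the mean log2 intensity of the neighbouring spot on the right, on the left, above and below, at 6 h and at 24 h. With a neighbour on the right over 14 on the log2 scale the median was -0.05 at both times.

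Of the 31 gene lists, the interferon-stimulated genes had the highest median difference with time, and did not pass fry, which tests whether the genes of a list move one way on balance (adjusted p = 0.0791). Taken singly, all 20 detected interferon-stimulated genes rose from 6 to 24 h (limma adjusted p under 0.05 each, and 20 adjusted over the list alone), by log2 values from 0.49 to 2.57, with 12 of them past 2-fold. Usp18, which removes ISG15 from proteins, rose by 2.57 ± 0.10 (SE, adjusted p = 2.5e-35), the transcription factor Stat2 by 2.44 ± 0.09, Mx2 by 1.07 ± 0.07, Rsad2 by 0.97 ± 0.12 and the immunoproteasome subunit Psmb8 by 0.60 ± 0.12. The interferon-induced GTPase Ifi47, outside the list, rose by 2.15 ± 0.09. The median of the list was 1.47 in vehicle and 1.25 with IL-26.

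Of 15 detected members of the list for cholesterol and fatty acid synthesis, 12 rose, 0 fell and 3 did not pass (12 rose adjusted over the list alone; the list did not pass fry, at an adjusted p of 0.0691), with Idi1 at 2.07 ± 0.10 (SE), the sterol regulator Srebf2 at 1.14 ± 0.09 and Sc5d at 0.65 ± 0.10. Hmgcs1, an early enzyme of the sterol pathway chosen here after its value was seen, rose by 1.88 ± 0.09. Of 19 detected members of the hypoxia and glycolysis list, 14 rose, 2 fell and 3 did not pass (15 and 2 adjusted over the list alone), among them the mitophagy receptor Bnip3 (1.62 ± 0.10) and the glycolytic enzyme Pfkp (0.74 ± 0.11). Of 25 inflammatory cytokines and NF-kB targets, 17 rose, 2 fell and 6 did not pass, the same counts as adjusted over the list alone (fry adjusted p = 0.0791 for the list). The chemokine genes Ccl5 (2.20 ± 0.11), Cxcl1 (1.18 ± 0.07) and Cxcl2 (0.95 ± 0.05), the growth factor gene Csf2 (0.93 ± 0.05), Nfkb2 (0.99 ± 0.10) and Il6 (0.27 ± 0.04) rose, and Cx3cl1 fell by 0.30. Of 13 STAT3 targets, 7 rose, 1 fell and 5 did not pass (8 and 1 adjusted over the list alone), with Pim1 at 0.65 ± 0.10, Bcl3 at 0.33 ± 0.05 and the feedback inhibitor Socs1 at -0.22 ± 0.09.

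In the PERK-ATF4 arm of the endoplasmic reticulum stress response 12 of 20 detected genes rose over the same interval, 0 fell and 8 did not pass (13 rose adjusted over the list alone; fry adjusted p = 0.0905 for the list). The transcription factors Atf3 (1.41 ± 0.09), Ddit3 (1.16 ± 0.11) and Atf4 (0.89 ± 0.11), the phosphatase subunit Ppp1r15a (1.15 ± 0.11) and the folate enzyme Mthfd2 (0.66 ± 0.11) were among them. Of 21 chaperones and targets of ATF6 and XBP1, 15 fell, 4 rose and 2 did not pass (15 and 5 adjusted over the list alone; fry adjusted p = 0.0940 for the list). The calcium-binding chaperone Calr (-1.39 ± 0.11) and the degradation factor Sel1l (-0.42 ± 0.09) fell, and the ubiquitin ligase Syvn1 (0.26 ± 0.09) rose. The median of this list was -0.55 in vehicle and -0.63 with IL-26.

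The 5 lowest of the brighter genes with time in vehicle were the scavenging chemokine receptor Ackr3 (-1.95 ± 0.10 SE, averaged over both treatments), the carbonic anhydrase Car6 (-1.80 ± 0.11), Pcolce2 (-1.74 ± 0.10), Ostn (-1.59 ± 0.09) and the glutamine synthetase gene Glul (-1.37 ± 0.08), lower at 24 h in both treatments. Of 42 replication-dependent histone genes, 18 rose, 1 fell and 23 did not pass (22 and 1 adjusted over the list alone), with a median of 0.14 in vehicle. Of 20 genes of the BCL2 family and apoptosis, 9 rose, 3 fell and 8 did not pass, the same counts as adjusted over the list alone, with Mcl1 at 0.32 ± 0.11. Of 13 p53 targets, 5 rose, 2 fell and 6 did not pass, the same counts as adjusted over the list alone (fry adjusted p = 0.660 for the list). Cdkn1a (0.55 ± 0.10) and Plk2 (0.93 ± 0.11) were among those that rose, and the 2 that fell, named after their values were seen, were Phlda3 (-1.26) and Ccng1 (-0.76). Elsewhere the matrix protein gene Sparc (-1.22 ± 0.11) and the receptor gene Fgfr1 (-0.67 ± 0.10) fell. The 24 lists whose median in vehicle lay within 0.2 of 0 on the log2 scale had medians from -0.10 to 0.17. Over all genes, 2678 were higher and 2647 lower at 24 h in this fit (limma adjusted p under 0.05), 182 of them past 2-fold. With median scaling they were 3865 and 2440. By fry, 2 of the 31 lists passed for time, the STAT3 targets and hypoxia and glycolysis (adjusted p = 0.0276 each, both up). With median scaling 0 passed. The count of genes was 3460 without the trend of variance on intensity and 0 with the local background subtracted (1054 at an unadjusted p under 0.05), a setting under which Usp18, Idi1 and Ackr3 turned direction.

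**Figure D3:**
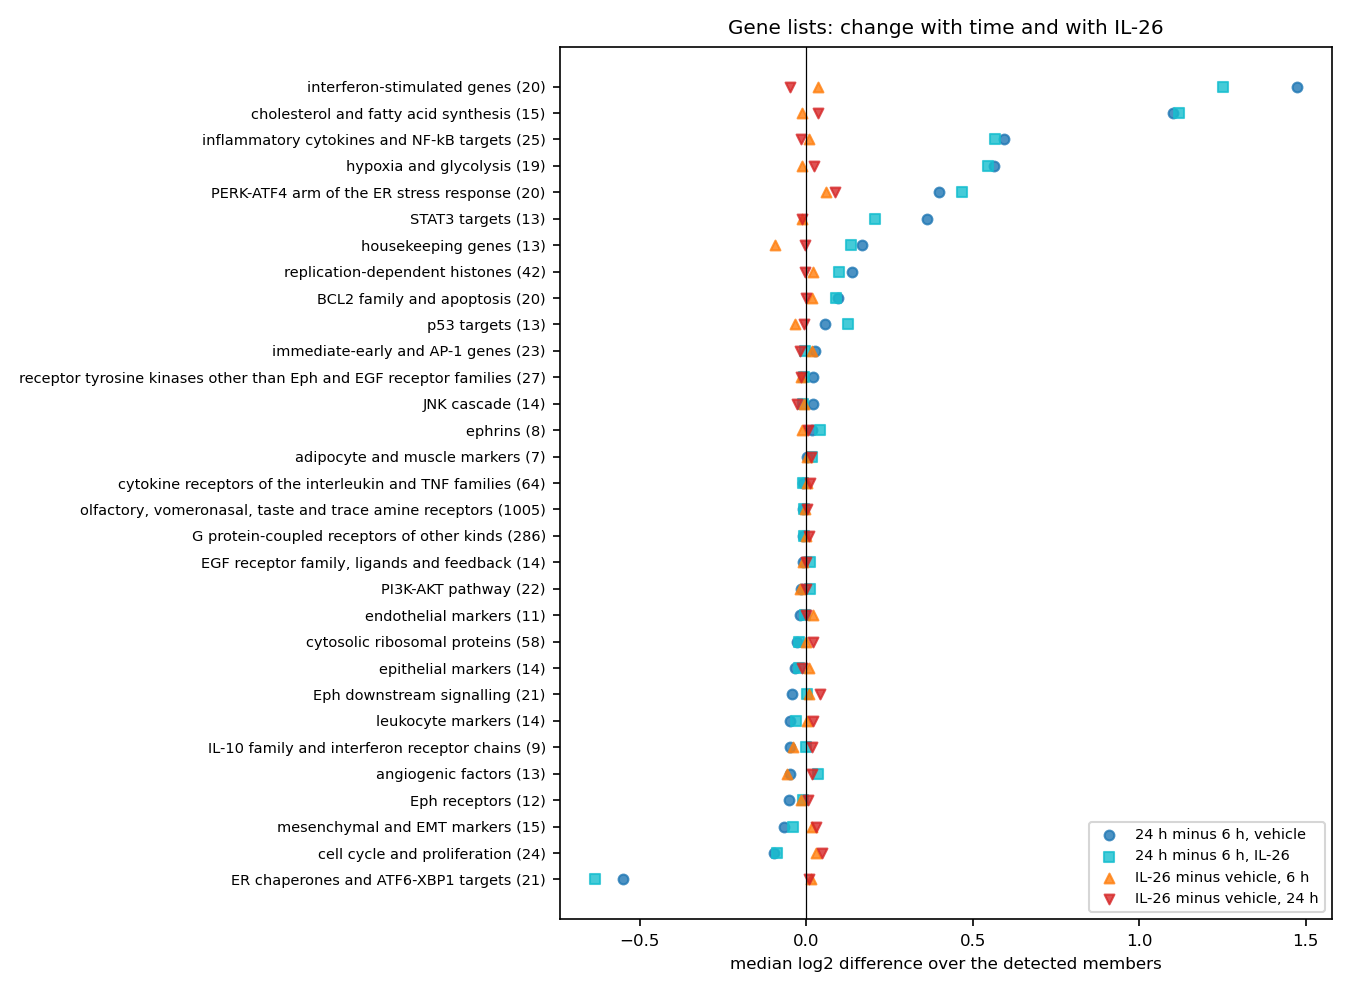
The median log2 difference over the detected members (number in brackets) of each of the 31 gene lists is plotted for 24 h against 6 h in vehicle, for 24 h against 6 h with IL-26, and for IL-26 against vehicle at 6 h and at 24 h, with 1 array on each side. Interferon-stimulated genes lie at 1.47 and 1.25 for time, whereas the points for IL-26 lie between -0.09 and 0.09.

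None of the gene lists passed for IL-26 in the same fit. Fry had little power here, with 1 residual degree of freedom. For time, the interferon-stimulated genes, all 20 of which rose, had a fry adjusted p of 0.0791. In the simulation, 20 genes at 1.5-fold had an unadjusted fry p of 0.0112. A list that did not pass may still have moved. For IL-26 the lowest adjusted p of fry over the 31 lists was 0.656, and 2 lists had an unadjusted p under 0.05, the ER chaperones and the mesenchymal markers, both in the upward direction. The median averaged effect of the ER chaperones had the other sign (-0.01), and fry and the median effect differed in sign for 8 of the 31 lists with IL-26 and for 8 with time. The genes of the PERK-ATF4 arm had a median log2 difference of 0.06 at 6 h and 0.09 at 24 h, at percentiles 97.6 and 99.2 of 10000 random lists matched on expression, with 15 of 20 members higher at each time and 0 past the test. Atf4 had 0.21 and 0.23, Ppp1r15a 0.33 and 0.01, Ddit3 0.23 and -0.01, Atf3 0.17 and -0.02, Phgdh 0.06 and 0.28 and Mthfd2 0.06 and 0.26 at 6 and 24 h. This was the only list with both percentiles in the same outer tail (above 97.5 or below 2.5). Interferon-stimulated genes had medians of 0.04 and -0.05 (percentiles 92.4 and 2.17), with Rsad2 at 0.52 and -0.47 and Psmb8 at 0.43 and -0.38. Angiogenic factors had -0.06 and 0.02 (percentiles 0.560 and 70.2), with Hif1a at -0.15 and 0.24. Housekeeping genes had -0.09 and 0.00 (percentiles 2.18 and 33.3), with Actb at 0.25 and 0.44, Ywhaz at -0.32 and -0.05 and Ppia at -0.18 and 0.26. In all, 3 lists lay in the outer tails at 6 h and 2 at 24 h, where 1.55 would by chance.

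The other 27 lists had medians from -0.04 to 0.03 at 6 h and from -0.03 to 0.05 at 24 h, between percentiles 5.34 and 94.0 at 6 h and between 5.63 and 90.5 at 24 h. They held the receptor and ligand groups nearest to IL-26: the Eph receptors (median -0.02 and 0.01), the ephrins (Efnb1 -0.25 and 0.05, Efna1 0.23 and 0.01), Eph downstream signalling (Rock1 0.05 and 0.31, Crk -0.13 and -0.31), the IL-10 family and interferon receptor chains (median -0.04 and 0.02), other receptor tyrosine kinases (Axl 0.05 and -0.26, Pdgfra 0.27 and 0.06) and cytokine receptors of the interleukin and TNF families. They held the inflammatory cytokines and NF-kB targets (Il6 -0.01 and -0.04, Cxcl1 0.06 and 0.00, Cxcl2 0.01 and 0.11, Nfkb2 0.08 and -0.35) and the STAT3 targets (Pim1 0.17 and -0.31). The olfactory, vomeronasal, taste and trace amine receptors (1005 detected, 6 higher and 12 lower by the test, 6 and 13 adjusted over the list alone) and other G protein-coupled receptors (286 detected, 3 higher and 3 lower, 4 and 4 adjusted over the list alone, with Adgrg3 at 0.00 and 0.99) had medians of 0.00 and 0.00 and of 0.00 and 0.01. The rest were the EGF receptor family, ligands and feedback, the PI3K-AKT pathway, the JNK cascade, cell cycle and proliferation, the BCL2 family and apoptosis, hypoxia and glycolysis, cholesterol and fatty acid synthesis, p53 targets, immediate-early and AP-1 genes (Myc 0.31 and -0.09), the ER chaperones, cytosolic ribosomal proteins and replication-dependent histones. Markers of epithelial, mesenchymal, leukocyte, endothelial, adipocyte and muscle cells stayed in that range too, with Krt8 at -0.23 and -0.13, S100a4 at 0.15 and -0.33 and Cd68 at 0.01 and 0.25. Some of these lists lay further out in the authors' values, which carry no offset. Percentiles at 6 and 24 h were 0.17 and 41.44 for the ephrins (median -0.31 at 6 h) and 99.11 and 14.19 for the endothelial markers. They were 42.695 and 98.96 for Eph downstream signalling and 45.745 and 1.54 for the JNK cascade. Of 12 Eph receptors, 0 were higher at 6 h and 6 at 24 h (percentiles 15.61 and 55.58). There 0 lists passed fry for IL-26 (lowest adjusted p = 0.114).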

Values the study reported

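The study reported that 960 genes differed between vehicle and IL-26 in E0771 cells at a fold change of 2.0 or more, after treatment at 30 ng/ml for 6 or 24 h.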

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

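All tests in this part were chosen only after the result was seen, except the one on the size of the fall beside bright spots and the one on probes that differ the same way at 24 h. No group has enough arrays to test for one that stands apart, and 0 detected genes passed 1.5-fold in opposite directions at 6 and 24 h.

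Positions that carry no probe gave signal where they lie in the column to the left of a very bright spot, which is what marked them out. Over 29 such positions the median intensity was 75.0 with vehicle and 65.0 with IL-26 at 6 h, and 72.0 with vehicle and 60.1 with IL-26 at 24 h. Over the other 3425 empty positions it was 50.3, 51.0, 57.6 and 52.5. The median signal above the blank spots was 0.0957%, 0.0617%, 0.0713% and 0.0415% of the bright neighbour's intensity, and at most 0.294%, 0.238%, 0.224% and 0.189%. For Epha3 the same share of its neighbour Rps10 was 0.250%, 0.0824%, 0.110% and 0.0436%.

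The first pattern is that 63 genes, Epha3 first, were lower with IL-26 in the additive fit, and light from the bright spot on the right, stronger on the vehicle arrays, may account for part of them: 36.5% of the 63 (95% Clopper-Pearson interval 24.7 to 49.6) lay beside such a spot, against 1.36% of the genes not called, and empty positions beside such spots were lower with IL-26 than other empty positions by a median log2 difference of -0.25 at 6 h and -0.15 at 24 h (95% Hodges-Lehmann intervals of the difference -0.33 to -0.18 and -0.17 to -0.12; 24 and 28 of the 29 lay below the median of the others). Dim probes went the same way with the bright spot on the right (78.3% of 166 lower at 6 h and 71.1% at 24 h) and not with it on the left (53.7% and 46.9% of 175), and dim probes with a right neighbour from 10 to 11 and from 11 to 12 on the log2 scale were lower at 6 h in 61.9% and 63.2%, but the size of their fall did not follow the change of the neighbour's local background (Spearman's rho -0.0843 at 6 h, permutation p = 0.280, and 0.121 at 24 h, permutation p = 0.119), which leaves that part open. The tables argue against this light for the lower genes whose right neighbour was at most 10 on the log2 scale and that had no very bright spot 2 columns to the right. Each of these 36 fell by at least 3.23 times what the highest share of a neighbour at 33 empty positions would give (0.475% and 0.251% with vehicle at 6 and 24 h). Those 33 positions had neighbours over 10 on the log2 scale, so the share was not measured for dimmer ones. Of the 36 genes, 16 fell by more than the whole signal of the neighbour above the blank spots. This light stays open for Olfr830 and Zfp169, with neighbours from 10 to 12, which fell by at most 0.873 times what the highest share would give, and for Cox7a1 and Olfr347, with a very bright spot 2 columns to the right, which fell by 1.34 and 1.26 times the highest share of such a spot at 31 empty positions, under the margin of 2 times, which was set after these values were seen because a maximum over 31 positions is a loose limit. For Epha3 itself, whose share of the neighbour lies within the range of empty positions on each array, both a fall in its mRNA and a change in stray light stay open, because 1 probe in 1 position measures it. Its share lay above the median of the empty positions on each array. Its spot with vehicle at 6 h (139) was brighter than any of the 29 empty positions (at most 111), and on the other arrays it was not.

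The second pattern is that 33 genes were higher with IL-26 in the same fit. A deviation of 1 array, with no effect of IL-26 at the other time, may lie behind most of these calls, since 2 of the 33 had differences of the same sign at both times with the smaller at least 0.5 of the larger, 23 had the same sign, and 33 were dimmer than the median of the detected genes. Among the 63 lower genes 22 met that measure, 12 beside a very bright spot and 10 not, and 48 were dimmer than that median. A deviation of 1 array therefore stays open for the remaining lower genes as well. An effect of IL-26 that is present at 6 or at 24 h alone would look alike and stays open, as the design has 1 array per group.

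The third pattern is that differences of at least 2-fold in the authors' deposited values lay among dim probes. At 6 h the share of probes past 2-fold was 10.6% under 2 units of signal, 5.65% from 2 to 4, 1.42% from 4 to 8, 0.290% from 8 to 16, 0.247% from 16 to 64 and 0 over 64, whereas with time in vehicle it was 4.13% over 64. Noise of signals near the background is a candidate: of 205 such probes not beside a very bright spot, 106 differed the same way at 24 h, against a median of 96 for random probes of like signal, at percentile 92.6. That count cannot tell noise from an effect of IL-26 present at 6 h alone, as each group has 1 array. A part that IL-26 changed stays open: 12 genes were lower at both times in those values, 5 of them beside a very bright spot, and 3 were higher (Il1r2, S1pr3 and Susd5), where independent lists would share 7.01 and 1.96 among genes of like signal (1.42 and 0.340 without regard to signal).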

How the results depend on the processing

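The settings without an offset, with the local background, with the negative control limit and without spots beside bright spots were chosen after the data were seen. No paired analysis was possible beyond the additive fit, which compares IL-26 with vehicle within each time, because each group has 1 array, and slide or scan as a block was not run, since the files name none. For genes at least 2-fold different (3 for IL-26 at 6 h, 1 at 24 h, 197 with time in vehicle, 0 at both times), the counts at 6 h were 0 with an offset of 100, 187 in the authors' deposited values (47 higher and 140 lower), 5 with the brightest probe, 512 with no offset (260 and 252), 1340 with the local background (1082 and 258), 1 with the brighter genes alone, 15 at 1.5-fold and 0 at 3-fold. At 24 h they were 300 in the authors' values, 671 with no offset, 815 with the local background, 9 at 1.5-fold and 0 at 3-fold. With time in vehicle they were 117 with an offset of 100, 890 in the authors' values, 1206 with no offset, 1045 with the local background, 845 at 1.5-fold and 43 at 3-fold. At both times they were 15 in the authors' values, 74 with no offset and 453 with the local background. More genes pass with smaller offsets because the offset draws dim genes towards 0, and the other causes were not tested.

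The 96 genes of the averaged IL-26 effect became 187 with median scaling (86 shared), 49 with no offset (48 shared), 263 with the local background (0 shared), 4 with undetected genes included, 16 with the brighter genes alone (15 shared) and 0 by eBayes without the trend (712 at an unadjusted p under 0.05). They numbered 83 (70 shared) in the authors' values and 76 (73 shared) without spots beside bright spots. The 5325 genes of the time effect became 3460 without the trend (3254 shared) and 0 with the local background (1054 at an unadjusted p under 0.05). Taken alone, 6 h gave 87 and 24 h 85 of the 96 genes the sign of the fit, and vehicle and IL-26 alone gave 5295 and 5312 of the 5325, which says little, as the genes were called on the average of those differences. With median scaling the medians with time of the olfactory and related receptors and of other G protein-coupled receptors turned to 0.0315 and 0.0299 from -0.01 and -0.01. With the local background Ackr3 (0.0733), Idi1 (-0.34) and Usp18 (-0.60) turned with time, as did Trps1 (-0.19) at 6 h and Vat1 (-0.21) at 24 h. The causes of these changes were not tested.

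Of 2104 differences of named genes under the alternatives run for them, 1969 kept their sign. With the local background 193 of 302 did. Of 744 list medians 698 kept their sign, where the local background and no offset were not run. The 2 lists past fry for time became 0 with median scaling, 4 in the authors' values and 3 without spots beside bright spots, and 0 lists passed for IL-26 in each setting run. Given the little power of fry here, that does not exclude a shift. Signal over background limits the dim genes: 40.6%, 52.1%, 32.3% and 42.7% of negative control spots and 11.6%, 24.0%, 31.7% and 17.7% of empty positions lay over the detection limit.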

Other observations

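The values in this part were looked up after the results were seen, and its test was chosen only then. In the authors' deposited values, where the stabilising offset does not draw dim genes together, 15 genes differed at least 2-fold the same way with IL-26 at both times, 4 of which (Olfr1511, Spag17, S1pr3 and Susd5) failed the limit of the blank spots on 1 or more of the 4 arrays. Among the 3 higher ones were Il1r2, the decoy receptor for interleukin 1 (log2 differences of 2.14 at 6 h and 1.02 at 24 h), and S1pr3, a receptor for sphingosine 1-phosphate (at least 1.48-fold at 6 h, and a log2 difference of 1.28 at 24 h), with Susd5 at least 3.54-fold higher at 6 h and 3.36-fold at 24 h. The Il1r2 spot read 56.5 with vehicle and 78.2 with IL-26 at 6 h, over blank means of 49.6 and 50.2. At 24 h it read 61.6 and 61.5 over blank means of 56.5 and 51.9, so the difference there rests on the blank level. In the values used here the differences of Il1r2 were 0.48 and 0.14. The 12 lower ones included Epha3 (-1.71 and -1.46), the coagulation factor gene F7 (-1.10 and -1.05), the odorant receptor genes Olfr1271 (-1.83 and -1.70) and Olfr853 (-1.49 and -1.23), and the bitter taste receptor gene Tas2r120 (-1.32 and -1.31). Of these, Epha3, Olfr853 and Tas2r120 lay beside a very bright spot, as did Pkd1l1 and Zbtb8b.

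The olfactory and related receptor genes, 815 of them with a value, had a median log2 difference of -0.08 at 6 h in the authors' values. A shift of dim probes that genes of like signal share is a candidate explanation: the median lay at percentile 40.9 of random lists matched on signal at 6 h. At 24 h the median was 0.01.

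Genes past 2-fold at 6 or 24 h with IL-26 numbered 4 in the values used here, 463 in the authors' deposited values (595 probes), 1053 with no offset and 1685 with the local background subtracted. How the count quoted from the study above was formed from the times and filters is not known here, so these counts are not set against it.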
